# Ketogenic diet and BHB rescue the fall of long-term potentiation in an Alzheimer’s mouse model and stimulates synaptic plasticity pathway enzymes

**DOI:** 10.1038/s42003-024-05860-z

**Published:** 2024-02-16

**Authors:** Jacopo Di Lucente, Giuseppe Persico, Zeyu Zhou, Lee-Way Jin, Jon J. Ramsey, Jennifer M. Rutkowsky, Claire M. Montgomery, Alexey Tomilov, Kyoungmi Kim, Marco Giorgio, Izumi Maezawa, Gino A. Cortopassi

**Keywords:** Alzheimer's disease, Fat metabolism

## Abstract

The Ketogenic Diet (KD) improves memory and longevity in aged C57BL/6 mice. We tested 7 months KD vs. control diet (CD) in the mouse Alzheimer’s Disease (AD) model APP/PS1. KD significantly rescued Long-Term-Potentiation (LTP) to wild-type levels, not by changing Amyloid-β (Aβ) levels. KD’s ‘main actor’ is thought to be Beta-Hydroxy-butyrate (BHB) whose levels rose significantly in KD vs. CD mice, and BHB itself significantly rescued LTP in APP/PS1 hippocampi. KD’s 6 most significant pathways induced in brains by RNAseq all related to Synaptic Plasticity. KD induced significant increases in synaptic plasticity enzymes p-ERK and p-CREB in both sexes, and of brain-derived neurotrophic factor (BDNF) in APP/PS1 females. We suggest KD rescues LTP through BHB’s enhancement of synaptic plasticity. LTP falls in Mild-Cognitive Impairment (MCI) of human AD. KD and BHB, because they are an approved diet and supplement respectively, may be most therapeutically and translationally relevant to the MCI phase of Alzheimer’s Disease.

## Abstract (web summary)

A Ketogenic Diet (KD) that improves memory in aged C57BL/6 mice is tested in APP/PS1 Alzheimer’s mice. Seven months KD rescues Long-Term-Potentiation to wild-type levels, as does a one-hour soak with 3 mM Betahydroxybutyrate. KD increases synaptic pathways but does not alter Aβ amyloid.

## Introduction

Alzheimer’s disease is a progressive neurodegenerative disorder characterized by cognitive deficits and synaptic dysfunction. The hallmarks of AD include the cleavage of the amyloid precursor protein (APP) by secretases and the accumulation of amyloid peptides (Aβ)^1^ in the extracellular space. Aβ molecules can aggregate to form soluble oligomers (AβO) that can accumulate into insoluble plaques and that these ultimately result in memory loss and neurodegeneration^2,3^. A more recent extension of AD theory is that Aβ may exert its primary neurotoxicity at the synapse.

Long-term potentiation (LTP) is a neurophysiological measurement related to synapse-based learning and memory^4^. During LTP, some stronger synaptic connections are reinforced, and weaker ones are removed, resulting in the refinement of synaptic connections. LTP is reduced in animal models of AD that overexpress Aβ and experience memory loss, consistent with the idea that an Aβ dependent synaptic deficit may be an early event in AD pathophysiology^5–8^.

The main pathway thought to underlie LTP synaptogenesis is a protein phosphorylation cascade involving cAMP-element binding protein (CREB), calcium/calmodulin-dependent protein kinase II (CaMKII), and extracellular signal-regulated kinase^9–14^.

The ketogenic diet (KD) is a low-carbohydrate, high-fat, and moderate protein diet, that was demonstrated by two groups to increase memory, cognition and longevity even when introduced at 12 months of age in C57BL/6 mice^15,16^. The ketone body β-hydroxybutyrate (BHB) is thought to be the KD’s main ‘actor’. BHB rises in the fasting state with lipids provided by peripheral adipocytes and rises to a higher level in KD vs. CD diets^15,16^. BHB penetrates the blood-brain barrier and signals downstream pathways through its hydroxycarboxylic acid receptor (HCAR2) and can also be used as a neural energy source^17,18^.

KD has been used since 1921 to suppress epileptic seizures in humans and is still the therapy of choice for juvenile recurrent seizures, although the mechanism is unknown^19^. The KD’s efficacy has been supported in human cognitive impairment^20^, neurological disorders and inflammation^21–23^

In this study, we scrutinized the impact of the KD on synaptic plasticity in the AD mouse model APP/PS1. We show 7 months of KD rescues deficient LTP in APP/PS1 mice. RNAseq of KD vs. CD mice supports the concept that KD increases synaptic plasticity. Biochemical studies of KD hippocampi support the idea that KD increases enzymes involved in synaptic plasticity, and KD didn’t alter hippocampal Aβ levels. BHB levels significantly rose in the KD mice. We propose that KD rescues impaired LTP in APP/PS1 mice not through a reduction of Aβ but through activating synaptic signaling cascade, and a model for this is presented.

## Results

### Overall, the study design and 7 months of ketogenic diet do not affect body composition in APP/PS1

We and others showed a ketogenic diet (KD) intervention for 12–13 months improved cognition memory, and longevity relative to the standard carbohydrate-rich diet in aged wild-type C57BL/6 mice^15,16^. In the current study, we tested whether a 7-month intervention of KD initiated at month 6 could affect LTP deficits that are normally observed at month 8 and beyond in APP/PS1 mice consuming CD^24^. The overall study design is shown in Supplementary Fig. 1. Body weight, lean mass, fat mass, and percent body fat were not affected by KD (Supplementary Fig. 2a–d).

### KD and its active principle BHB rescue the APP/PS1-dependent LTP deficit observed on CD

To explore the effect of KD on Aβ-related impairments in hippocampal synaptic plasticity, we used slices from APP/PS1 mice. Hippocampal LTP is the foundation of memory and of synaptic plasticity^25^. Hippocampal LTP in 13-month CD-fed APP/PS1 mice was deficient, compared with wild-type animals (Fig. 1a, b) after high-frequency stimulation in the CA3–CA1 pathway, consistent with our previously described learning and memory deficits in these mice^26^. By contrast, 7 months of the ketogenic diet preserved both early and late-phase LTP to within wild-type 13-month C57BL/6 LTP levels (Fig. 1a, b).

**Fig. 1:**
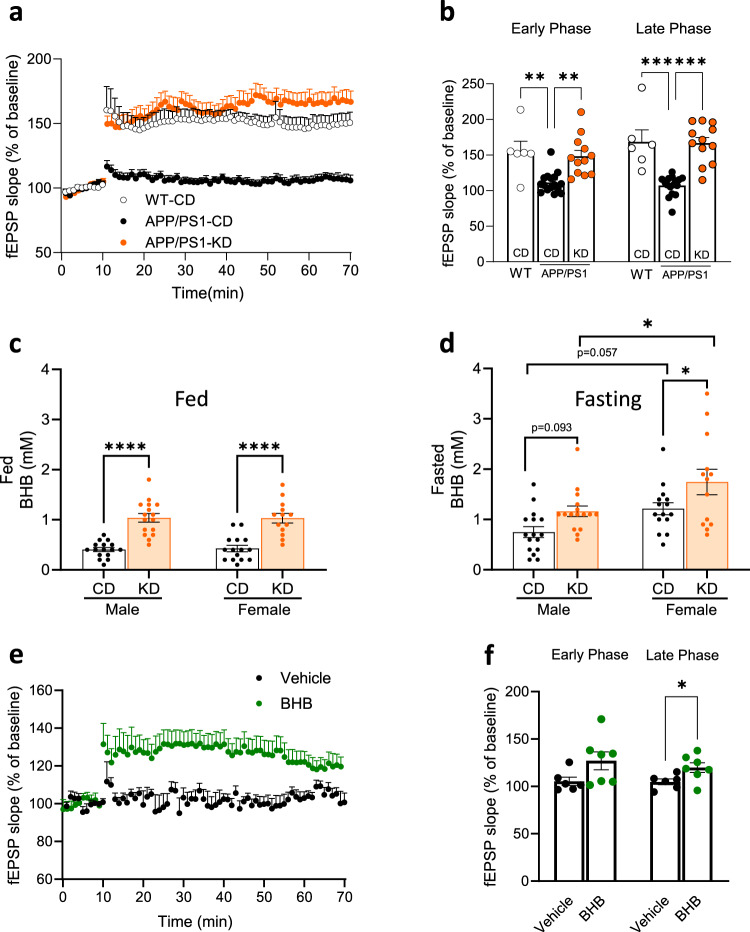
Ketogenic diet and BHB prevent LTP impairments in APP/PS1 mice. **a** HFS-induced LTP was impaired in slices from 13-month-old male (*n* = 4) and female (*n* = 4) APP/PS1 mice, compared with slices from wild-type mice (*n* = 6). In KD-treated APP/PS1 slices, HFS included LTP similar to wild-type (*n* = 3 male and 3 female). **b** Cumulative data showing mean fEPSP slopes 3 min (early phase) or 50–60 min (late phase) post-HFS. **c** Blood β-hydroxybutyrate was significantly increased in both males and females in the KD versus CD groups in the fed state (measured 3 h after feeding). Two-way ANOVA with Tukey’s post-hoc tests shows significant differences between diet treatments (*F*(1,56) = 70.96, *p* < 0.001). **d** Blood β-hydroxybutyrate levels were significantly increased in female mice in the KD versus CD groups following a 12-h overnight fast (*n* = 13–16 per group). Two-way ANOVA with Tukey’s post-hoc tests shows significant differences between diet treatments (*F*(1,56) = 10.14, *p* = 0.0024) and between genders (*F*(1,56) = 12.44, *p* = 0.0008). **e** BHB-treat**e**d APP/PS1 slices show increased LTP compared to vehicle-treated APP/PS1 slice (*n* = 2 male and 2 female). **f** Cumulative data showing mean fEPSP slopes 3 min (early phase) or 50–60 min (late phase) post-HFS. Data are presented as median ± interquartile range. **p < 0.01, ***p < 0.001, Kruskal–Wallis statistic = 15.51 and *p* < 0.001 for early phase. Kruskal–Wallis statistic = 22.68 and *p* < 0.001 for the late phase. Data for BHB experiments are presented as mean ± SEM *p < 0.05, unpaired *t*-test.

### Blood BHB levels are increased in APP/PS1 mice after the ketogenic diet

Beta-hydroxy Butyrate, BHB, is considered to be an ‘active principle’ of the KD^16^. To test this idea, BHB was measured in mouse blood at 3 h after meal feeding (fed state, Fig. 1c) and after a 12 h overnight fast (Fig. 1d) in the APP/PS1 mice. In the fed state, circulating BHB levels were significantly increased in KD versus CD groups for both male and female mice (Fig. 1c). In the fasted state, mean blood BHB levels were higher than in the fed state (Fig. 1c vs. Fig. 1d), about 1.2–1.6 mM. The fasting BHB levels were significantly higher in females KD vs. CD (*p* = 0.04), but only trended in that direction in males (*p* = 0.093).

### A 1-h soak of 3 mM BHB provides significant LTP rescue in APP/PS1 mice

Since BHB is a major active ketone body following KD consumption, we assessed the effect of BHB on LTP by bath-incubating brain slices from 15-month-old APP/PS1 mice with BHB. LTP deficit in APP/PS1 was rescued by 1 h pre-incubation with BHB, which significantly elevated the maintenance/late phase (Fig. 1e, f) although the slope of fEPSP in BHB-incubated slices was slightly less than the slope observed in KD-treated mice. This result suggests that BHB alone is sufficient to recover beta amyloid-induced LTP deficits.

### Gene ontology supports the view that KD alters synaptic plasticity in APP/PS1  mice

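Cortex RNA was sequenced from 13-month-old APP/PS1 mice after 7 months on either diet. The control diet (CD) gave 74% of its energy as carbohydrate and 16% as fat, and the ketogenic diet (KD) gave less than 0.5% as carbohydrate and 90% as fat. The labels of the deposited samples call the control diet SD where the paper calls it CD. RNA came from 10 mg of frozen cortex per mouse, and stranded total RNA libraries were read in 50-bp paired-end mode. The authors aligned the reads to the mm10 genome with STAR and deposited, for each mouse, the number of reads counted on each gene symbol, without normalization. The 4 CD libraries held 35088582, 29905345, 32782790 and 36614954 counts (replicates 1 to 4), and the 3 KD libraries held 23383393, 34028808 and 22272883 counts (replicates 1 to 3). The median total was 33935686 counts for CD and 23383393 counts for KD, so low counts are less precise in the KD group. No pair of replicates came from a single library deposited more than once, since their counts differed by far more than the sampling noise (chi-square per gene from 15.8 to 68.5, where 1 is the value for sampling noise alone). Neither the labels nor the paper give the sex of the mice behind these libraries, and the paper states that both sexes were used in the study. Xist was high and Ddx3y of the Y chromosome nearly absent, as in females, in replicates 1 and 2 of both diets. Xist was low and Ddx3y high, as in males, in CD replicates 3 and 4 and KD replicate 3.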

RNA-seq was conducted using four biological replicates for the control group (CD) and three replicates for KD treated group. After the removal of the lowest expressed genes, differential analysis by edgeR package allowed us to identify genes affected by diet. 

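Here genes with low counts were removed with edgeR's filterByExpr on the diet groups, which left 15881 genes holding 99.97% of all counts. Library sizes were scaled by the TMM method, with factors from 0.98 to 1.04. The log2 CPM of any 2 libraries correlated across genes with a coefficient between 0.966 and 0.989, where genes are not independent replicates. The first principal component, with 35% of the variance, did not separate the diets. It placed CD replicate 4 at 39.5 and KD replicate 3 at 46.7, and the other libraries between -25.2 and 2.39. The CD and KD ranges did not overlap for 653 genes, or 4.11% of those tested, where chance gives 5.71% for 4 libraries against 3. KD was then compared with CD by edgeR's quasi-likelihood test, without covariates.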

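With the quasi-likelihood test, 51 genes had a raw p-value of at most 0.01, of which 24 were higher and 27 lower in KD. With a threshold of 0.01, 159 of the 15881 tested genes would be expected by chance. No gene had a Benjamini-Hochberg adjusted p-value under 0.05 in edgeR's quasi-likelihood test, where the smallest was 0.979, and 506 genes had a raw p-value under 0.05. Of the alternatives set beforehand, leaving out CD replicate 3 moved the count most, to 211 genes at the raw threshold, followed by the log2 CPM of Xist as a covariate, with 209 genes (99 higher, 110 lower) and 1 gene past the adjusted threshold. Without CD replicate 1 the count was 19 genes.

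**Figure D1:**
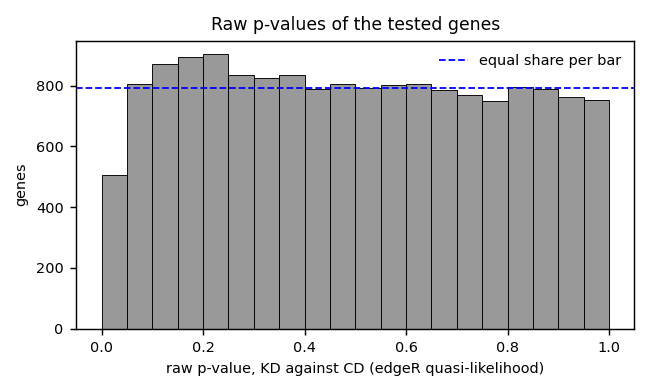
Number of tested genes (vertical axis) by raw p-value of KD against CD in steps of 0.05 (horizontal axis), with a dashed line at an equal share per bar. The lowest bar, p-values under 0.05, holds 506 genes and lies under the dashed line.

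The 5 genes with the smallest raw p-values among those higher in KD were Xlr4a, Mir323, Ptprz1, Sema5a and 4932411E22Rik. Ptprz1 lies on chromosome 6 of mm10 from 22875502 to 23052916. It had 257 ± 39.7 CPM (SD, n = 3) in KD and 182 ± 13.3 CPM (SD, n = 4) in CD, a log2 fold change of 0.50 (standard error 0.12). Sema5a, on chromosome 15 from 32244810 to 32696341, had a log2 fold change of 0.53 (standard error 0.13). Mir323, a microRNA gene, had at most 39 counts in any library. The symbol 4932411E22Rik maps to the same annotated gene as Ankfn1, on chromosome 11 from 89390223 to 89777653, so the counts of the 2 symbols are uncertain. The 5 genes with the smallest raw p-values among those lower in KD were St8sia1, Cdk15, Mrap, Podxl2 and Mme. St8sia1, on chromosome 6 from 142821545 to 142964452, had 67.1 ± 3.57 CPM (SD, n = 3) in KD and 88.3 ± 6.05 CPM (SD, n = 4) in CD, a log2 fold change of -0.39 (standard error 0.08). Podxl2, on chromosome 6 from 88842558 to 88875044, had a log2 fold change of -0.37 (standard error 0.09). In each of these genes every KD library lay on the same side of every CD library, which is not independent evidence because the genes were picked by their p-values in the same libraries. The adjusted p-value of each was 0.979 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.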

We found 354 differentially expressed genes (DEGs, (*p*-value ≤ 0.01)), 141 downregulated and 213 upregulated genes as reported in Fig. 2a (volcano plot) colored respectively in red and green while dots size is relative to logCPM (logarithm of counts per million reads) of the gene. Differentially expressed genes are then used as input for Gene Ontology Analysis using Ingenuity Pathway Analysis; all significant canonical pathways (*z*-score > 2 and −log *p*-value > 1.3) are plotted in Fig. 2b. As shown in Fig. 2b, of the 6 significant induced pathways all 6 related to synaptic plasticity, including Synaptic Long-term depression, CREB signaling in neuron, synaptic long-term potentiation, GPCR signaling, calcium signaling, and dopamine-DARPP32 cAMP signaling, supporting the view that KD has a significant impact on synaptic plasticity.

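The pathway program and its gene lists were not used here. For each pathway, a list of its components was written by hand before the data were examined, and KD was compared with CD over the list by limma's camera with a preset inter-gene correlation of 0.01. The median log2 fold change was 0.03 for synaptic long-term depression (52 genes tested, 31 of them higher in KD), 0.04 for CREB signaling in neurons (74 genes, 48 higher), 0.04 for synaptic long-term potentiation (61 genes, 40 higher), 0.03 for GPCR signaling (86 genes, 49 higher), 0.04 for calcium signaling (79 genes, 47 higher) and 0.03 for dopamine-DARPP32 cAMP signaling (60 genes, 39 higher). Each list leaned towards KD. The camera p-values, adjusted by Benjamini-Hochberg over the 6 lists, were 0.299 for long-term depression, long-term potentiation, CREB and DARPP32, 0.365 for calcium and 0.603 for GPCR signaling. No list passed an adjusted p-value of 0.05 under camera, camera with an estimated correlation or fry. Without CD replicate 4 the median relative to all tested genes was 0.000627 for long-term potentiation, 0.00384 for CREB, 0.02 for long-term depression, 0.01 for GPCR, -0.02 for calcium and -0.03 for DARPP32 signaling.

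**Figure D2:**
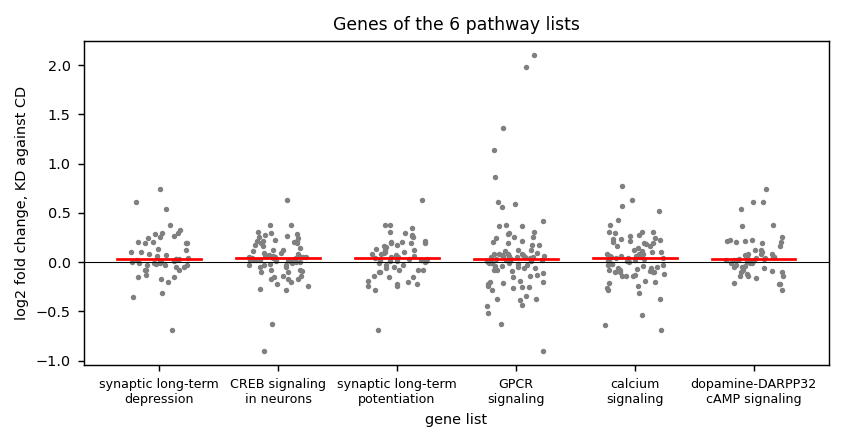
Log2 fold change of KD against CD (vertical axis) for each tested gene (grey points) of the 6 pathway lists (horizontal axis), with the median of each list as a red line. The medians lie at 0.03 or 0.04.

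The lists share members, and together held 245 tested genes, 139 of them higher in KD. None of these had a raw p-value of at most 0.01, and none passed 0.05 when adjusted over the list alone. At a raw p-value under 0.05, 3 genes were higher in KD (Nras, Prkar2b and Tacr1) and 4 lower (Grm4, Chrna4, Pde4a and Pde4d). From the pathways returned for its own differentially expressed genes, the paper proposes an effect of KD on synaptic plasticity.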

**Fig. 2:**
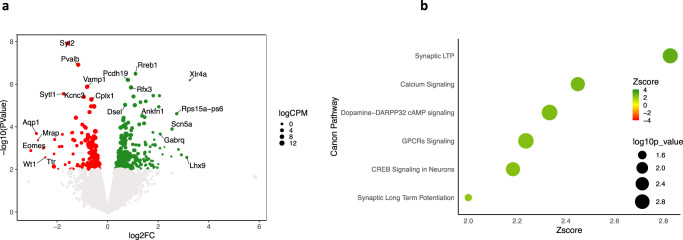
Gene Ontology supports the view that KD alters synaptic plasticity in APP/PS1 mice. **a** Volcano plot of differentially expressed genes (DEGs) induced by KD. Upregulated genes are shown in green, while downregulated genes are shown in red. Genes with log2FC greater than 2 or lower than −2 or the most significant are also labeled. The dimension of dots reflects the logCPM (logarithm of counts per million reads). **b** Ingenuity Pathway Analysis of genes influenced by diet. Canonical pathways with absolute *z*-score greater than 2 and −log *p*-value > 1.3 are reported in green, while dimensions of dots reflect FDR values as indicated in figure.

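The 21 genes labelled in Fig. 2a all differed in the plotted direction, with log2 fold changes from 0.62 to 4.16 for the 10 labelled as upregulated and from -3.97 to -0.55 for the 11 labelled as downregulated. A raw p-value of at most 0.01 was found for Xlr4a, Rreb1 and Lhx9 among the former and for Sytl1, Mrap and Aqp1 among the latter. A raw p-value under 0.05 was found for 16 of the 21. Their adjusted p-value was 0.979 in edgeR's quasi-likelihood test over all tested genes. Adjusted over the list alone, 15 passed 0.05, which is not independent evidence because the study picked these genes from the same libraries. With Xist as a covariate, 16 of the 21 had a raw p-value of at most 0.01.

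**Figure D3:**
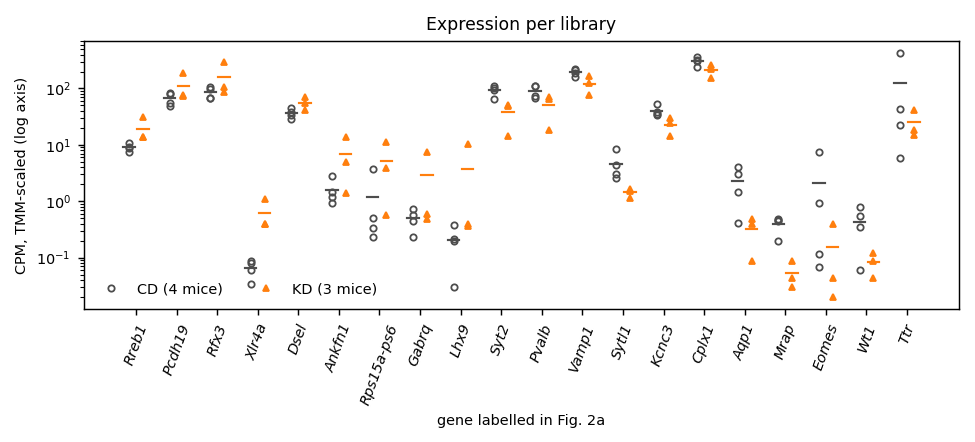
CPM of 20 genes labelled in Fig. 2a (horizontal axis) in each library, on a log axis, for CD (open circles, 4 mice) and KD (filled triangles, 3 mice), with the group mean as a line. Values under 0.02 CPM are drawn at 0.02. In Gabrq and Lhx9 a single KD library lies far above the others.

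Syt2, on chromosome 1 from 134646677 to 134762593, had 38.1 ± 20.5 CPM (SD, n = 3) in KD and 92.2 ± 19.9 CPM (SD, n = 4) in CD. Its log2 fold change was -1.27 (standard error 0.40), and -0.89 without KD replicate 3. Pvalb, on chromosome 15 from 78191114 to 78206400, had 50.9 ± 28.2 CPM (SD, n = 3) in KD and 90.1 ± 22.9 CPM (SD, n = 4) in CD. Its log2 fold change was -0.82 (standard error 0.41), with p = 0.0571 in the exact permutation test, and -0.43 without KD replicate 3. Rreb1 had a log2 fold change of 1.08 (standard error 0.29), and 0.58 without KD replicate 3. The difference in Lhx9 rested on 234 counts in KD replicate 3, against 9 and 12 counts in the other KD libraries. Without KD replicate 3 its log2 fold change was 0.87 and that of Gabrq 0.12. Eomes had 284 counts in CD replicate 4 and at most 30 in any other library. Ttr had 14928 counts in CD replicate 1, and without that library its log2 fold change was 0.05. Xlr4a had 3, 1, 2 and 3 counts in the CD libraries, so only a lower bound can be given, at least 7-fold higher in KD and at least 4.33-fold without KD replicate 3, and it has near-identical relatives among which reads could be split. Mrap had 2, 1 and 1 counts in the KD libraries and was at least 3.42-fold lower there. Rps15a-ps6 is a processed pseudogene, whose reads the counting could have split with its parent gene.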

### The KD significantly activates enzymes involved in synaptic plasticity in both male and female mice

It is known that depolarization and activation of NMDA receptor by presynaptic released glutamate allows Ca^2+^ entry into dendritic spines, which triggers the activation of cell signaling pathways such as Ras–extracellular signal-regulated kinase^9^ and Calcium/ calmodulin-dependent kinase II (CaMKII) that eventually lead to gene transcription and protein synthesis required for learning and memory^27^. To investigate whether KD can activate those protein kinases crucial for LTP^28,29^, we scrutinized ERK and CREB activity in the hippocampus. Phospho-ERK and its downstream transcription factor CREB were significantly elevated in hippocampi of KD-fed APP/PS1 male and female mice compared to CD-fed APP/PS1 mice; their total protein levels were not changed, consistent with the idea of pathway activation (Fig. 3a, b, e). Since ERK and CREB play an important role in consolidating short-term memory to long-term memory^27^, our result suggests that KD/BHB increases p-ERK activation, which supports early-phase LTP, and p-CREB activation, which supports late-phase LTP.

**Fig. 3:**
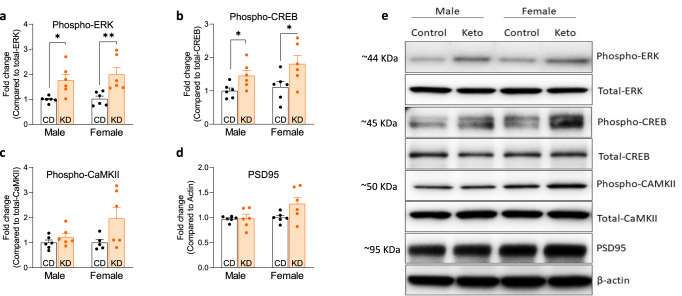
Ketogenic diet activates CREB and ERK but not CaMKII in the hippocampus of APP/PS1 mice. **a**–**d** Relative protein level of phospho-CREB, phospho-ERK, phospho-CaMKII, and PSD95. Six-month treatment with a ketogenic diet increases the activation of CREB and ERK in APP/PS1 mice but does not affect CaMKII or PSD95 (*n* = 6). **e** Representative immunoblot of phosphorylated and total proteins. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01. Two-way ANOVA tests show significant differences between diet treatments in phospho-ERK: *F*(1,20) = 19.97, *p* < 0.001; phospho-CREB: *F*(1,20) = 10.84, *p* = 0.004; phospho-CamKII: *F*(1,19) = 5.344, *p* = 0.032.

### KD does not appear to rescue LTP by reducing Aβ amyloid burden

Another possible mechanism of KD’s rescue of LTP by KD is the reduction of Aβ amyloid burden^28,30,31^. Using ELISA to quantify Aβ extracted from the brain, we found no significant differences between KD- and CD-fed APP/PS1 mice in Aβ species in both TBS-soluble and TBS-insoluble/SDS-soluble fractions (Supl. Fig. 3).

### KD significantly reduces markers of microgliosis but not astrogliosis

Previous studies showed microglial and astrocyte hyperactivation play a pivotal role in eliciting inflammation in AD brain^32^. APP/PS1 mice develop gliosis around 4 months of age, which continues to later age^33^. Thus, we assessed KD/BHB’s effects on gliosis. Microglial markers Iba1 and CD11b were significantly reduced by KD in both male and female APP/PS1 mice (Fig. 4a, b, e). CD68, a microglia/macrophage maker, and Dectin-1, a disease-associated microglia marker, were significantly reduced in male but not female APP/PS1 mice by KD (Fig. 4c–e). Immunofluorescence staining further confirmed the reduction of Iba1-reactive microglia by KD (Fig. 4f, g). In contrast to multiple significant reductions in biomarkers of microgliosis, there was no change in a biomarker of astrogliosis, i.e., GFAP^-^reactive astrocytes between CD- and KD-fed APP/PS1 mice (Fig. 4h, i). Taken together, the results of the previous two paragraphs support the view that KD/BHB may rescue LTP in APP/PS1 mice by reducing microglial inflammation without affecting Aβ deposits.

**Fig. 4:**
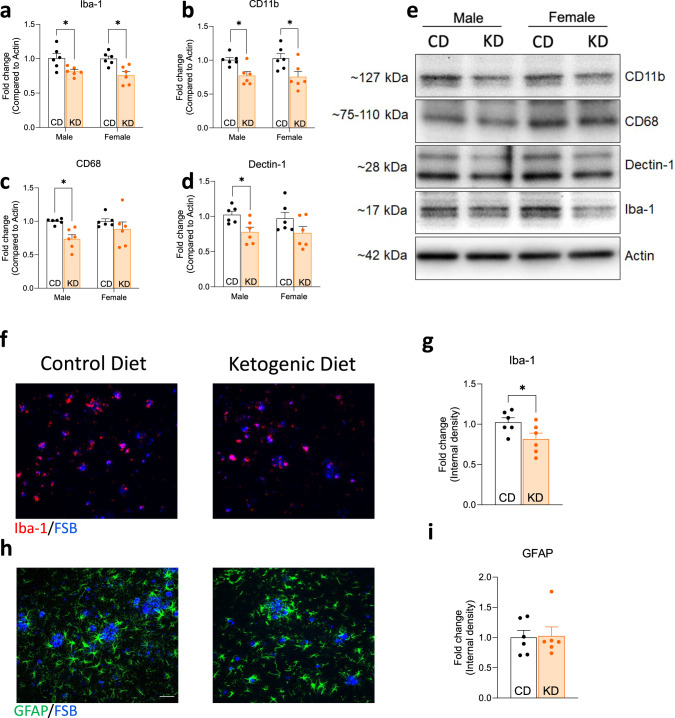
Ketogenic diet reduces microglial activation in APP/PS1 mice. **a**–**d** Relative protein level of CD11b, CD68, Dectin-1, and Iba-1 (*n* = 6). **e** Representative immunoblot of microglial activation proteins. **h** Representative images of astrocytes labeled by GFAP immunostaining in the CA1 area of the hippocampus of APP/PS1 mice. **i** Quantification of GFAP internal density (*n* = 3 male and 3 female). **f** Representative images of microglia labeled by Iba1 immunostaining in the CA1 area of the hippocampus of APP/PS1 mice. **g** Quantification of Iba1 internal density (*n* = 3 male and 3 female). Data are presented as mean ± SEM *p < 0.05, **p < 0.01, *n* = 6. Two-way ANOVA tests show significant differences between diet treatment in Iba-1 *F*(1,20) = 16.60, *p* < 0.001; CD11b *F*(1,20) = 11.64, *p* = 0.003; CD68 *F*(1,20) = 8.563, *p* = 0.008; and Dectin-1 *F*(1,20) = 7.619, *p* = 0.012. Data for immunostaining experiments are presented as mean ± SEM *p < 0.05, unpaired *t*-test.

### A ketogenic diet increases BDNF levels in females but not males

BDNF supports LTP and lies downstream of p-ERK and p-CREB^34^, which were significantly altered by KD (Fig. 3a, b). BDNF enhances glutamate release in synaptosomes^35^ that eventually activates AMPA/NMDA receptors to support LTP. Mattson’s group previously showed that BHB enhances BDNF production in cultured hippocampal neurons^36^. Thus, we investigated BDNF expression in KD-fed APP/PS1 mice (Fig. 5). There are two forms of BDNF, 14 kDa monomer and 28 kDa dimer^37^. Western blot analysis of hippocampal homogenates detected both BDNF-monomer and -dimer (Fig. 5a–c), and the only significant difference between groups was increased level of BDNF-dimer in KD-fed female APP/PS1 mice compared to CD-fed female APP/PS1 mice (Fig. 5b). This result is further confirmed by ELISA quantification of BDNF, which employed a different set of antibodies (Fig. 5d). This suggests that while upstream LTP supporting factors p-ERK and p-CREB are significantly activated by KD in hippocampi of both sexes, that downstream BDNF only significantly rises in females, we attribute this to the significantly higher fasting BHB levels in females than males, see Fig. 1d and “Discussion”.

**Fig. 5:**
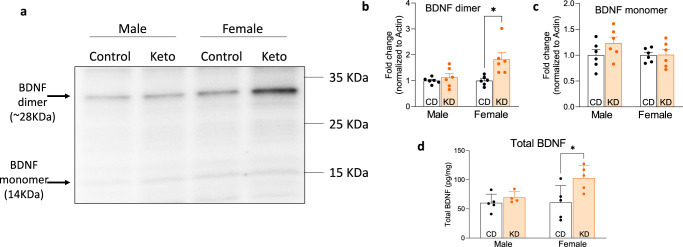
Ketogenic diet increases BDNF level in the hippocampus of female APP/PS1. **a** Representative immunoblot and quantitative analysis (**b**, **c**) of BDNF dimer and monomer in the hippocampus of APP/PS1 mice. KD-fed female mice show increased BDNF dimer. *n* = 6. **d** Hippocampal BDNF level in APP/PS1 mice detected by ELISA. KD-fed female mice show increased levels of brain-derived neurotrophic factor compared to CD-fed littermates. *n* = 5. Data are presented as mean ± SEM. *p < 0.05. Two-way ANOVA tests show significant differences between diet treatments (*F*(1,20) = 9.156, *p* = 0.007) and gender differences (*F*(1,20) = 4.914, *p* = 0.038) in BDNF dimer. The analysis also shows significant gender differences in total BDNF (*F*(1,16) = 4.540, *p* = 0.049).

### A ketogenic diet increases exploration in APP/PS1 mice, with a potential impact on working memory

LTP decline is the earliest neurophysiologically measurable feature in both APP/PS1 mice^24^ and in human AD^38,39^. Other deficits occur later; we measured locomotor activity, working memory, and spatial learning memory in APP/PS1 mice using the open field, Y-maze, and Barnes maze tests. In the open field test, females explored and covered more distance than males (Supl. Fig. 4a, sex *p* < 0.001), and animals on a ketogenic had greater spontaneous movement as indicated by a further distance traveled during the test than mice fed a control diet (*p* < 0.05). This increased movement/exploration by APP/PS1 female mice and APP/PS1 mice fed a KD was also seen in the Y-maze test (*p* < 0.01) with a strong trend for a sex × diet interaction (Supl. Fig. 4b, interaction *p* = 0.051). In the Y-maze test, there was also a strong trend for animals on a KD to have improved working memory, as indicated by an increase in the percentage of alternating triplets when compared to control-fed animals (Supl. Fig. 5a, *p* = 0.0610). No difference in spatial learning memory by diet was observed as assessed by the Barnes maze (Supl. Fig. 5b, c latency and % time in target quadrant). There was a sex effect in the Barnes maze test where females showed decreased spatial memory as indicated by decreased % time in target quadrant compared to male mice (Supl. Fig. 5c, *p* < 0.01). So, while the KD and BHB itself have significant effects on LTP, synaptic plasticity enzymes p-ERK and p-CREB, and BDNF expression in females that relate to the early phase of AD known as mild cognitive impairment (MCI), their impact was not as strong on what could be considered the later and more integrative phases of the disease.

## Discussion

We and others showed a ketogenic diet (KD) intervention for 14 months improved cognition memory, and longevity relative to the standard carbohydrate-rich diet (CD) in aged wild-type C57BL6 mice^15,16^. One interpretation of those results is that KD ‘slows aging’, and thus in accord with the ‘geroscience’ concept, the KD could potentially slow other age-related diseases such as Alzheimer’s^40^. We tested KD in the APP/PS1 mouse, which overexpresses mutant human APP, and Presenilin, which has been tested in hundreds of research publications as a model of human AD pathophysiology.

We observed that KD significantly rescued both early and late-phase hippocampal LTP in APP/PS1 animals to within wild-type C57BL/6 control levels (Fig.1a, b). The KD’s “driver” is thought to be BHB, whose level rises on KD Fig. 1c, d orange bars. We tested the benefit of BHB incubation for one hour of hippocampal slices from APP/PS1 mice and observed a significant rescue. These data support the view that most of KD’s neurophysiological LTP benefit, driven by eating the KD for 7 months, can be approximated by a one-hour incubation of hippocampal slices with BHB ex vivo. This suggests BHB is a pharmacological means to support LTP in AD.

Our earliest thought was that KD might provide synaptic LTP benefit through the reduction of Aβ itself, but the lack of any effect of KD on Aβ (Supl. Fig. 3) or body composition (Supl. Fig. 2) suggested there must be other mechanisms for KD’s rescue of LTP, and we scrutinized the known biochemical pathways for synaptic plasticity ERK → CREB → BDNF, Gene Ontogeny pathways by RNAseq, and the potential involvement of microglial or astroglial activation and inflammation.

RNAseq analysis of APP/PS1 cortices on KD vs. CD demonstrated many genes significantly altered (Fig. 2a). Processing these by the Gene Ontology program Ingenuity Pathway Analysis (IPA) identified 6 significantly upregulated pathways all related to synaptic plasticity, suggesting that KD’s mechanism of action to rescue LTP is through improved synaptic plasticity (Fig. 2b).

We then investigated biochemical pathways thought to underlie synaptic plasticity in the hippocampi of KD and CD-fed mice (Fig. 6)^41^. KD increased LTP in male and female mice (Fig. 1), and KD significantly increased phospho-ERK and phospho-CREB pathways in both sexes’ hippocampi that are proposed to support synaptic plasticity (Fig. 3a, b)^42^. Thus, we interpret that KD’s pro-synaptogenic effects in APP/PS1 are more likely to be elicited through a mechanism such as KD > TrkB > p-ERK > p-CREB > LTP (i.e., the pathway on the left side of Fig. 6), than the pathway KD > PSD95 > CaMKII > LTP for which we observe no significant support in Fig. 3c, d. We are currently studying the consequences of a ‘KetoDrug’/Shc inhibitor that may engage downstream of TrkB that could engage a similar mechanism as KD.

**Fig. 6:**
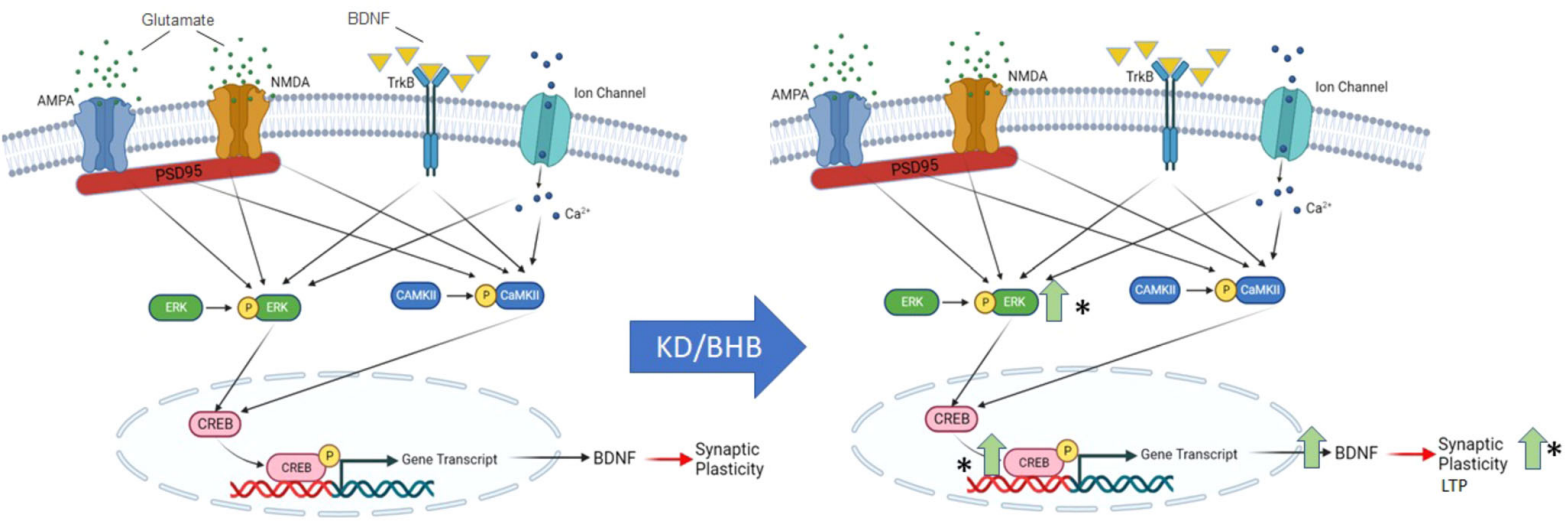
A biochemical model of pathways supporting Synaptic Plasticity. Glutamatergic receptors (AMPA and NMDA), intracellular Ca^2+^, and TrkB activity stimulate the phosphorylation of ERK and CaMKII, which subsequently enhance the phosphorylation of CREB. Activation of CREB regulates gene expression necessary for the formation of long-term memory, including BDNF. A ketogenic diet increases the phosphorylation of the ERK/CREB pathway, increasing BDNF production and synaptic plasticity.

By contrast to the sex-independent effects of KD on p-ERK and p-CREB synaptic pathways, KD’s effect on one downstream consequence, BDNF, appears much more sex-specific, i.e., significant in females but not in males (Fig. 5a–c). One possible interpretation is sex-specific differences in synaptic signaling cascades impacting learning and memory^27,43^. Another possible explanation is sex-specific differences in BHB levels, as described in the paragraph below. Mattson’s group has shown that BHB enhances BDNF production in cultured hippocampal neurons^36^, so if BHB levels were higher in females, this could potentially explain the BDNF difference. BHB rises in both fed and fasting phases on KD vs. CD (Fig.1c, d Orange bars are KD, white CD). Also, BHB is significantly higher in the fasting phase in KD-fed females than in males, *p* < 0.05 (Fig. 1d, KD female vs KD male).

Microglia are intimately involved with synaptic plasticity, and microglial activation/inflammation has been proposed as a potential mechanism in Alzheimers^44^. We observe that KD significantly reduces Iba-1 and CD11b, markers of microglial activation, but had no significant effect on markers of Astrocyte activation (Fig. 4). Thus it is possible that KD’s synaptic plasticity mechanism of LTP rescue may involve reduced age- and Aβ induced microglial inflammation.

LTP decline is the earliest neurophysiologically-measurable feature in both APP/PS1 mice^24^ and in human AD^38,39^, other deficits occur later. While in locomotor tests Open Field and Y-maze distance, significant effects of diet were observed (Supl. Fig. 4a, b), in memory tests, Y-maze Alternation, Barnes Maze latency, Barnes Maze % time in quadrant effects were much more modest (Supl. Fig. 5a–c).

We interpret the data in the following way. In both the APP/PS1 mouse model of AD and in humans, LTP is the earliest neurophysiologically measurable parameter/biomarker of AD to fall. In APP/PS1 mice, hippocampal LTP is normal at 6 months but declines significantly at 8 months^24,45^, coincident with the maximal Aβ deposition at 8 months^46^, but before the maximal expression of neuroinflammation and neurobehavioral pathophysiology at 12 months and later.

Similarly, in humans, as in APP/PS1 mice, LTP-like activity deterioration is the first and earliest biomarker of AD progression^39,46^. The most favored current method to measure LTP-like activity in humans is transcranial magnetic stimulation (TMS)^39^. In a recent study using TMS to measure LTP-like activity at a mean age of 65 years, LTP-like activity of 130 MEP amplitude in healthy subjects progressed to a significant reduction in LTP-like activity of 95 MEP in individuals diagnosed with Mild Cognitive Impairment (MCI), that progressed to ~80MEP in individuals with either prodromal AD or fully manifested AD^38^. The interpretation was that a drop in LTP-like activity is the earliest biomarker of AD progression in humans. This deficit occurs maximally in the normal-to-MCI phase, whereas other non-LTP pathophysiological processes cause deficits later in AD’s progression, i.e., the ‘Prodromal AD’ and ‘Manifest AD’ phases^38^. So in APP/PS1 mice and apparently in humans, there is a significant decline in LTP-like activity at the earliest stages of disease, preceding or coincident with MCI in the human condition. At 6 months wild type C57BL/6 and APP/PS1 mice have fEPSP signals of ~150 fEPSP, KD vs CD treatment of APP/PS1 mice rescued their LTP deficit at 13 months from ~110 fEPSP expected to ~160 fEPSP, not significantly different from WT mice. In humans of age 65 healthy individuals had LTP-like activity of 130 MEP, whereas those diagnosed with MCI had a significant fall to 95 MEP. Since the KD is currently consumed by humans and is used therapeutically for the neurological condition of epilepsy, and the magnitude of LTP-like fall is similar at the earliest stages of disease in APP/PS1 mice (36%) as in human MCI (37%), one could imagine a clinical translation of these findings. In addition, there are multiple Ketone supplements on the market whose consumption significantly increases systemic BHB exposure.

We suggest that KD and BHB may work through the following 3 mechanisms: (1) increased synaptic plasticity, (2) increased synaptic support through biochemical pathways p-ERK, p-CREB, BDNF, and (3) reduced microglial inflammation. We suggest these mechanisms are most relevant during the ‘MCI phase’ which occurs from month 8 to 10 in APP/PS1 mice, and the ~6 y of MCI preceding prodromal and Manifest AD in humans^38^. We suggest that KD, Ketone supplements, and BHB formulation are most likely to have an impact on this earliest MCI phase of human AD, and could potentially extend/rescue this phase in humans, as KD/BHB appears to rescue MCI in APP/PS1 mice. Furthermore, since KD is already consumed by humans, and since multiple ketone supplements are on-market and available, rapid translation to human clinical trials of efficacy for delay of this MCI inital phase of AD could occur.

## Methods

### Mice and diets

All protocols involving mouse models were approved by the Institutional Animal Care and Use Committee of the University of California Davis. C57BL/6 and APP/PS1 [B6.Cg-Tg(APPswe,PSEN1dE9)85Dbo/Mmjax] mice were originally purchased from the Jackson laboratory. The mice were housed in HEPA-filtered rooms with controlled temperature (22–24 °C) and humidity (40-60%). The mice were maintained on 12 h light and dark cycle and allowed free choice consumption of water throughout the study. Both male and female mice were used for this study. The mice were bred in-house. Following weaning, the mice were group-housed (up to 4 mice per cage) and provided ad libitum access to a chow diet (TestDiet 5001; TestDiet, St. Louis, MO). At six months of age, the mice were counter-balanced by body weight, assigned to diet groups (control or ketogenic diets), and singly housed for the duration of the study to allow accurate control of food intake. The ketogenic diet contained (%kcal) <0.5% carbohydrates, 10% protein, and 90% fat, and the control diet contained 74% carbohydrates, 10% protein, and 16% fat. The compositions of the diets are published^47^. The mice were fed isocaloric (11.2 kcal/d) amounts of the diets. This diet amount was selected because we have fed male^16^ and female^47^ C57BL/6 mice this amount in previous studies, and this level of intake has maintained middle-aged body weight with mice housed in the same facility and under the same husbandry conditions. We have complied with all relevant ethical regulations for animal use.

### Body composition, β-hydroxybutyrate measurement, and tissue collection

Body composition was measured in the mice at 13 months of age using NMR relaxometry (EchoMRI-100H, EchoMRI LLC, Houston, TX). Prior to termination, blood β-hydroxybutyrate (BHB) was measured in the mice using a Precision Xtra glucose and ketone monitoring system (Abbott Diabetes Care Inc., Alameda, CA) with a tail nick at 3-h postprandial and after a 12-h overnight fast. Following the morning BHB measurement, the mice were euthanized by exsanguination under isoflurane anesthesia, and tissues were collected for gene expression measurements. Tissues were snap-frozen in liquid nitrogen.

### Induction of hippocampal long-term potentiation (LTP) by high-frequency stimulation

The preparation of mouse hippocampal slices and the induction of LTP by high-frequency stimulation of the Schaffer collateral afferents were conducted on a subset of mice as we previously described^48^. Briefly, coronal slices (300 µm) of mouse hippocampus were prepared from WT and APP/PS1. The animals were subjected to deep anesthesia with isoflurane and decapitated. The brain was rapidly removed and transferred to a modified artificial cerebrospinal fluid (HI-ACSF) containing (in mM): 220 sucrose, 2 KCl, 0.2 CaCl_2,_ 6 MgSO_2_, 26 NaHCO_3_, 1.3 NaH_2_PO_4_, and 10 d-glucose (pH 7.4, set by aeration with 95% O_2_ and 5% CO_2_). Coronal brain slices were cut in ice-cold modified artificial cerebrospinal fluid (ACSF) with the use of a DTK-1000 D.S.K. Microslicer (TedPella, Inc., Redding, CA, USA). The slices were immediately transferred into an ACSF solution containing (in mM): 126 NaCl, 3 KCl, 2 CaCl_2_, 1 MgCl_2_, 26 NaHCO_3_, 1.25 NaH_2_PO_4_, and 10 d-glucose (pH 7.4, set by aeration with 95% O_2_ and 5% CO_2_) for at least 40 min at controlled temperature of 37 °C. After subsequent incubation for at least 1 h at room temperature, hemi-slices were transferred to the recording chamber, which was perfused with standard ACSF at a constant flow rate of ~2 ml/min. Recordings of field excitatory postsynaptic potentials (fEPSPs) were obtained from the stratum radiatum of the CA1 region of the hippocampus after stimulation of the Schaffer collateral afferents. For BHB experiments, hemi-slices from 15-month-old APP/PS1 mice were incubated in 3 mM BHB for 1 h prior to recording. Extracellular recording electrodes were prepared from borosilicate capillaries with an outer diameter of 1.5 mm (Sutter Instruments) and were filled with 3 M NaCl (resistance, 1–2 MΩ). The baseline stimulation rate was 0.05 Hz. fEPSPs were filtered at 2 kHz and digitized at 10 kHz with a Multiclamp 700B amplifier (Molecular Devices, Sunnyvale, CA). Data were collected and analyzed with pClamp 10.3 software (Molecular Devices). Slope values of fEPSPs were considered for quantitation of the responses. After 10 min of stable baseline recording of fEPSPs evoked every 20 s by application of a constant current pulse of 0.2–0.4 mA with a duration of 60 ms at the current intensity set to evoke 50–60% of the maximal response, LTP was elicited by high-frequency stimulation (HFS), consisting of two trains of 100-Hz (1 s) stimulation with the same intensity and pulse duration used in sampling of baseline fEPSPs. The recording was then continued for 60 min with stimulation of fEPSPs every 20 s.

### RNAseq and gene ontology by ingenuity pathway analysis

RNA was isolated starting from 10 mg of frozen murine brain cortex (CD group *n* = 4, KD group *n* = 3), using the RNeasy Mini Kit (QIAGEN, Hilden, Germany) and following the manufacturer’s instructions. Extracted RNA was used for NGS library preparation following Illumina instruction (TruSeq Stranded Total RNA Library Prep Gold), while sequencing was performed on NovaSeq^TM^ 6000 (Illumina) running in a 50-bp pair-end mode.

Quality-control checks on raw sequences were performed using FASTQC (Babraham Institute). Samples were then aligned on the murine reference genome (*Mus Musculus* UCSC, mm10), using STAR. Mapped sequences were processed with HTSeq software implemented into STAR to count reads *per* gene as a first raw measure of gene expression levels. TMM (Trimmed Mean of *M*-values) normalization and differential gene expression analysis were performed with the R package *edgeR*. All differentially expressed genes (DEGs) with raw *p*-value ≤ 0.01 were used as input for Ingenuity Pathway Analysis (IPA) (QIAGEN Redwood City) in order to identify pathways to which DEGs belong. All RNA-seq results are plotted using ggplot2 R package.

### Tissue homogenate preparation and Western blot analysis

Brain tissues were homogenized in lysis buffer (150 mM NaCl, 10 mM NaH_2_PO_4_, 1 mM EDTA, 1% Triton X-100, 0.5% SDS) with protease inhibitor cocktail and phosphatase inhibitor (Sigma). Equivalent amounts of protein were analyzed by 4–20% Tris-Glycine gel electrophoresis (Invitrogen). Proteins were transferred to polyvinylidene difluoride membranes and probed with antibodies. Visualization was enabled using enhanced chemiluminescence (GE Healthcare Pharmacia). The following primary antibodies (dilutions) were used: anti-phosphoCREB (1:1000, Cell Signaling, #9198), anti-CREB (1:1000, Cell Signaling, #9197), anti-phosphoERK (1:1000, Cell Signaling, #9106), anti-ERK (1:1000, Cell Signaling, #9102), anti-phospho-CaMKII (1:1000, Cell Signaling, #12716), anti-CaMKII (1:1000, Cell Signaling, #4436), anti-PSD95 (1:1000, Cell Signaling, #36233), anti-BDNF (1:1000, Sigma, #AB1534SP), Iba-1 (1:1000, Santa Cruz Biotechnology, sc-32725), CD68 (1:1000, Bio-Rad, MCA341GA), Dectin-1 (1:1000, Invitrogen, PA5-34382), CD11b (1:1000, Bio-Rad, MCA711), and β-actin (1:5000, Cell Signaling, #3700). Secondary antibodies were HRP-conjugated anti-rabbit or anti-mouse antibodies (1:1000, Cell Signaling, #7074 and #7076).

### ELISA quantification

For ELISA quantification of total BDNF, tissue samples were homogenized in lysis buffer (100 mM TRIS, pH 7.4; 150 mM NaCl; 1 mM EGTA; 1 mM EDTA; 1% Triton X-100; 0.5% Sodium deoxycholate; proteinase inhibitor mix), and centrifuged for 20 min at 15,000 rpm at 4 °C. The supernatants were directly used for the total BDNF. Concentrations of BDNF were measured using the Quantikine sandwich ELISA kit (R&D systems, Minneapolis, MN).

### Tissue homogenate preparation and Aβ ELISA

Brain tissue samples from APP/PS1 treated with CD or KD were fractionated into Tris-buffered saline (TBS)-soluble and TBS-insoluble, SDS-soluble fractions, which were used for Aβ42 quantification by Human Aβ42 ELISA kit (Invitrogen). Briefly, brain tissues were homogenized in TBS with protease inhibitors, followed by centrifugation (100,000*g*, 1 h, at 4 °C). The supernatants were collected as the TBS-soluble fraction. The pellets were homogenized in 2% SDS with protease inhibitors, followed by centrifugation (100,000*g*, 1 h, at 4 °C). The supernatants were collected as the TBS-insoluble, SDS-soluble fraction.

### Immunofluorescence staining

Frozen mouse sections (16 µm) were fixed with 4% PFA and blocked with 10% normal goat serum with 0.3% Triton-X. Fixed brain sections were incubated with primary antibody, anti-GFAP-Alexa Flour®488 (1:400, abcam, ab302977) or anti-Iba1 (1:400, Biocare Medical, #290), overnight at 4 °C. For Iba1, sections were then incubated with Alexa Fluor-conjugated secondary antibody (1:700, Invitrogen, #A32740). For the detection of amyloid plaques, 400 nmol/L FSB (Sigma) was used. Immunostained slides were imaged under a Nikon Eclipse E600 microscope and photographed by a digital camera (SPOT RTsCMOS, SPOT Diagnostics). The images were randomly taken in a blind fashion within a defined anatomic region. The images were transformed to 8-bit grayscale and analyzed by the ImageJ program.

### Mouse neurobehavioral measurements

Mouse neurobehavioral measurements were conducted as we previously described^49^.

#### Open field

Mice were placed in a 40 × 40 × 40 cm white acrylic box and allowed to explore the arena for 15 min. The animal movement was recorded using an overhead camera. The videos were analyzed using Ethovision XT16 software (Noldus, Wageningen, the Netherlands) to determine the total distance traveled.

#### Y-maze

Mice were placed in a white acrylic Y-shaped maze for this test. Each arm of the maze was 120° from each other and 35 × 8 × 15 cm (L × H × W) in dimension. Trials were recorded using an overhead camera, and videos were analyzed using Ethovision XT16 software (Noldus, Wageningen, the Netherlands). An arm entry was counted when the center point of the mouse traveled >4 cm into an arm. A non-repeating triplet is defined as when the mouse enters three different arms consecutively. The percent alternation was calculated as ((number of non-repeating triplets) ÷ (number of total arm entries − 2)) × 100%.

#### Barnes maze

The Barnes maze consisted of a white acrylic 92 cm plastic circular disk with twenty 5 cm holes evenly distributed on the periphery, and an overhead LED light source was used to illuminate the maze elevated ~75 cm above the ground. Signs were placed around the maze to be used as visual cues. A black escape box equipped with a step and fresh bedding was secured under the target hole as a shelter for the mice. During the training trials, mice were placed in the middle of the maze under an inverted opaque bucket. After 10 s, the light was turned on and the bucket was immediately lifted. Mice were allowed to explore the maze for 3 min or until they entered the escape box through the target hole. If the mice did not enter the target hole within 3 min, the mice were directed to the target hole, where they were allowed to rest for at least 30 s. Mice were trained for 3 trials a day for 3 days and the intertrial interval was 15–20 min. On the 4th day, probe day, the escape box was removed, and the mice were allowed to explore for 2 min. Mice that did not find the target hole in 2 min in the probe trial were considered outliers and were excluded from the analysis. Videos were recorded and videos analyzed using the Ethovision XT16 software (Noldus, Wageningen, the Netherlands). Latency to the target hole and percentage time spent in the target quadrant (quarter of the maze with the target hole in the middle) were calculated automatically using the software.

### Statistics and reproducibility

Statistical analysis was performed using GraphPad Prism 10 software. All data are presented as means ± standard error of mean^50^ or median ± interquartile range. Group comparisons were performed using unpaired Student’s two-sample *t*-test, one-way analysis of analysis (ANOVA), non-parametric Kruskal–Wallis test, or two-way ANOVA with Tukey’s post hoc tests to control a family-wise type I error at 5% for multiple testing for pairwise comparisons as appropriate. The analysis of residuals and Bartlett’s test were performed to validate underlying assumptions of parametric tests prior to statistical inference. For the behavioral tests, observations were considered extreme outliers if values were greater than three standard deviations from the mean according to the three-sigma rule, and those outliers were excluded from further analyses. Prior to statistical inference tests, the analysis of residuals was performed to validate the normality and homoscedasticity assumptions using QQ and residual plots as well as D’Agostino & Pearson test for normality. Where appropriate, log transformation was applied to data to approximately conform to normality and homogeneity of variances prior to statistical inference tests. Outliers within each group were identified using the ROUT method, a robust nonlinear regression-based method^51^, and removed from statistical analysis. For behavior tests, two-way ANOVA was used to evaluate differences between genotypes and diets, followed by Tukey’s post hoc test for pairwise group comparisons. Unpaired Students’ two-sample *t*-test was used to compare differences between diet groups within a sex as appropriate. Exact sample sizes and statistical tests used for each comparison were provided in corresponding figure legends. Two-tailed *p*-values < 0.05 were considered to be statistically significant. In support of reproducibility, at least 3 replicates of each experiment were done.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data

Reporting Summary

## Data Availability

The source data behind the graphs in the paper can be found in the Excel file named Supplementary Data. Uncropped blots are provided in Supplementary Fig. 6. RNAseq data are deposited on the GEO repository and are accessible with the number GSE230469. Other data are available upon request after acceptance.

How the deposited data were processed for this re-analysis (not part of the article)

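Gene expression was measured by RNA-seq in the cortex of 7 APP/PS1 mice, 4 on the control diet (CD) and 3 on the ketogenic diet (KD). The authors checked the reads with FASTQC, aligned them to the mm10 genome with STAR and counted reads per gene with the HTSeq counting built into STAR. The values they deposited are raw counts, one value for each gene symbol and mouse, without normalization or pooling. Tool versions, the annotation and the strand setting are not named in the paper's text, so overlapping and antisense genes may share reads. Of the symbols, 22905 (97.8%) were matched to GENCODE M21 genes of the same genome, 1168 of them through older names, and coordinates are given from that match.

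Samples were assigned to diet and replicate from the sample labels and the paper. The labels say SD for the diet the paper calls CD. Totals ranged from 22272883 to 36614954 counts per library. A gene with at most 3 counts in every library of a group is treated as at the floor, which is 0.0789 to 0.133 CPM, and its fold is given as a lower bound.

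From the counts, edgeR 4.0.16 in R 4.3.3 was used for KD against CD: filterByExpr, TMM scaling, estimateDisp, glmQLFit with robust=TRUE and glmQLFTest, with no covariate. The paper names edgeR, TMM, the removal of the lowest expressed genes and the raw threshold of 0.01, but its text names neither the edgeR test nor the filter. Benjamini-Hochberg adjustment covered all 15881 tested genes. In this version of edgeR the quasi-likelihood fit takes the older form by default, so the planned comparison with that form is the same fit. Gene lists for the 6 pathways and for the cell type, tissue, sex-linked, metabolic and transgene markers were tested with camera of limma 3.58.1 on log2 CPM. The list of red blood cell genes had too few tested genes. Exact permutation tests used the 35 splits of the 7 libraries.

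The genes named in the text were set by a rule before the data were examined: those labelled in Fig. 2a, those of the proteins the paper measures, the 5 with the smallest raw p in each direction, the pathway genes with a raw p of at most 0.01, and marker genes where a check uses them. Other named genes, such as Clcn4-2, Gm8615, Nras, Prkar2b, Tacr1, Grm4, Chrna4, Pde4a and Pde4d, were chosen after their values were seen.

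The procedure was tested on simulated counts with the real means and library sizes. Of 199 genes changed by 2 on the log2 scale, 84.4% were recovered at an adjusted p under 0.05 among 15742 genes, and 57.6% of 198 genes changed by 1 among 15746. Of the genes called, 7.69% were unchanged ones in the first case and 4.2% in the second. In 10 simulations of 15881 unchanged genes, from 127 to 151 genes had a raw p of at most 0.01, where the real comparison gave 51. The simulated genes varied independently of each other and without sex or tissue differences. The simulations therefore do not fully describe these libraries, and the recovery may not carry over to them. The alternatives tried were other normalizations (RLE, upper-quartile, library size alone), other filters (at least 1 count; at least 1 CPM in 3 libraries), leaving out the 10 most abundant genes, the likelihood-ratio and exact tests of edgeR, DESeq2 1.42.0, limma-voom, robust=FALSE, a replicate block, the log2 CPM of Xist as a covariate, and leaving out each library. For gene lists they were camera with an estimated correlation, fry and Fisher's exact test. Pathway scores of the commercial program were not analysed here, and neither were the hippocampal protein and slice measurements.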

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

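The gene lists were written before the data were examined, and the tests of depth, of GC content and length, of Xist and of single libraries in this part were chosen only after the results they address had been seen. In the CD group of 4 libraries, 70 values were examined for a library far from the others (gap to the nearest library over the range of the group, against Dixon's critical value), and 8 passed, where chance gives about 3.5. The values share genes and libraries.

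Of these 8, 4 set CD replicate 3 apart: the mean log2 CPM of the oligodendrocyte list (5.83 against 7.63 to 7.80 in the other CD libraries, gap over range 0.912), of the astrocyte list (6.68 against 6.96 to 7.00, 0.85), of the list for cortical layers 5 and 6 (4.03 against 4.44 to 4.52, 0.837) and of the calcium signaling list (7.02 against 6.91, 0.985). The total of CD replicate 3, 32782790 counts, lies inside the range of its group, which argues against depth. After each library's trend with GC content and transcript length was removed, the gap over range was 0.911 for oligodendrocyte, 0.85 for astrocyte and 0.848 for deep-layer genes, which argues against that trend as the whole cause, and 0.526 for calcium signaling, where the trend is a candidate explanation. How each cortex was dissected stays open and was not tested.

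CD replicate 4 stood apart in the olfactory bulb list (3.63 against 1.22 to 1.51, 0.881), in Clec7a (2.25 against 3.86 to 3.97, 0.936) and in Mir323 (-2.55 against -1.56 to -1.40, 0.858). With the GC and length trend removed the values were 0.873 for the olfactory bulb list and 0.961 for Clec7a, and 0.597 for Mir323, which had 4 counts in that library. CD replicate 1 stood apart in Mrap (-1.91 against -0.97 to -0.85, 0.887), with 7 counts there, and 0.805 with the trend removed. For Mir323 and Mrap the trend and low counts remain candidate explanations.

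Among the marker lists, 7 passed an adjusted p of 0.05 in camera with the preset correlation. One of them is the microglia list, which was higher in KD in cortex RNA. For microglia the paper reports lower Iba1 and CD11b protein on KD in hippocampus. Relative to all tested genes the median log2 fold change was -0.36 for genes of fast-conducting axons, -0.194 for parvalbumin interneuron genes, -0.815 for meningeal fibroblasts, -1.18 for olfactory bulb, 1.08 for ventral forebrain, 0.251 for microglia and 0.463 for immediate early genes. None of the 7 held under fry or camera with an estimated correlation. Fisher's exact test decides nothing for 6 of them, since it was set up for genes higher in KD with a raw p of at most 0.01 and those lists held none, and it gave the ventral forebrain list, with 1 such gene, an adjusted p of 0.419. The lists overlap in Nefh and Kcnc1 for axons and parvalbumin interneurons, and cortex expresses the axon, interneuron, microglia and immediate early genes itself.

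Genes of fast-conducting axons were lower in KD in 13 of 13 cases (camera adjusted p 3.99e-06). As small a p came from 1 of the 35 splits of the libraries, the real one, which argues against an arbitrary grouping for this list alone, though with this many lists tested 1 such list is near what chance gives. In camera with the preset correlation, the adjusted p was 8.34e-06 with the GC and length trend removed and 1.34e-10 with Xist as a covariate. It was at most 0.00989 without any 1 library. With the correlation estimated, over all libraries, camera gave an adjusted p of 0.896, so these p-values exclude none of the 3 explanations. Without KD replicate 3 the median was -0.134, so much of the difference rested on that library. The mean log2 CPM of the list was 7.22 in KD replicate 3. It was 7.92 and 7.97 in KD replicates 1 and 2, and from 7.93 to 8.30 in the CD libraries. For the parvalbumin interneuron list (camera adjusted p 0.00167, 14 of 17 genes lower), 2 of the 35 splits gave as small a p. The arrangement of the libraries therefore stays open as an explanation. The values were 0.000726, 0.000271 and 0.00936 in the same 3 tests, which share the limit of the preset correlation. With the correlation estimated, camera gave this list an adjusted p of 0.636. A lower abundance of these transcripts on KD is one hypothesis, and a difference in the cortical area sampled is another that was not tested.

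The microglia list (camera adjusted p 0.00256, 13 of 15 genes higher) kept an adjusted p of 0.000726 with the trend removed and 0.00487 with Xist as a covariate. Without KD replicate 1 it was 0.376, with a median of 0.10, and without CD replicate 4 the median was 0.06. As small a p came from 12 of the 35 splits. The ventral forebrain, olfactory bulb, meninges and immediate early lists had as small a p in 13, 8, 22 and 12 of the 35 splits. Without KD replicate 3 the ventral forebrain median was -0.116, and without CD replicate 4 the medians were -0.134 for olfactory bulb and 0.0944 for meninges. Without KD replicate 2 the immediate early median was 0.0692.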

How the results depend on the processing

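The alternatives were set before the data were examined unless said otherwise. The count of 51 genes with a raw p of at most 0.01 stayed within 1.5 times under RLE, upper-quartile and library-size scaling, both other filters, without the 10 most abundant genes, limma-voom and robust=FALSE (38 to 65 genes). With library size alone 36.2% of the genes were higher in KD against 47.1%. The count was 103 with the likelihood-ratio test, 91 with the exact test, 120 with DESeq2 and 209 with Xist as a covariate. It ran from 19 (without CD replicate 1) to 211 (without CD replicate 3) across the 7 fits that each left out one replicate. No gene had an adjusted p under 0.05 in those 7 fits, and 1 gene did with the likelihood-ratio test, 1 with the exact test and 1 with Xist as a covariate. Of the 21 genes labelled in Fig. 2a, 6 had the plotted direction and a raw p of at most 0.01. The number was 3 with at least 1 CPM in 3 libraries, where 15 of them were tested, 14 with the likelihood-ratio and with the exact test, 11 with DESeq2, 3 with limma-voom, 16 with Xist as a covariate, and from 2 to 7 across the fits that left out one replicate. Beyond those stated, the cause was not tested.

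The paper states no pairing by replicate number. Same-numbered libraries deviated from their group means with correlations of 0.251, 0.195 and 0.098. Other pairs were not compared, so these values leave a pairing open. Same-numbered libraries also shared the pattern of Xist and Ddx3y, so the block goes partly with sex. With the replicate number as a block, over the libraries numbered 1 to 3, 182 genes had a raw p of at most 0.01, 0 an adjusted p under 0.05, and 11 of the genes labelled in Fig. 2a passed. The block also gave medians of -0.0358 for calcium signaling, -0.0247 for DARPP32, 0.0309 for meninges, -0.0155 for striatum, 0.136 for thalamus and -0.167 for upper cortical layers, each opposite in sign to the fit without it. With the block the oligodendrocyte list had an adjusted p of 0.00197, and microglia (0.133), meninges (0.809) and olfactory bulb (0.161) did not pass.

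Several settings were chosen after seeing the data, while the paper's counts were known, and all those tried are given. With Xist as a covariate and the likelihood-ratio test, 316 genes had a raw p of at most 0.01, 42 an adjusted p under 0.05, and 19 labelled genes passed. With the log2 difference of Ddx3y and Xist as a covariate the numbers were 245, 0 and 15, with robust=FALSE 235, 0 and 15, and with the likelihood-ratio test 386, 61 and 19. The replicate block with the likelihood-ratio test gave 311, 38 and 15. The likelihood-ratio test without one replicate gave from 49 to 310 genes at the raw threshold (175, 213 and 105 without KD replicates 1, 2 and 3), from 0 to 14 past the adjusted one, and from 7 to 15 labelled genes (13 without KD replicate 1). The quasi-likelihood fit with legacy=FALSE gave 44, 0 and 3, and removal of the GC and length trend 36, 0 and 4.

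No pathway list passed under any of its alternatives. Among these, Fisher's exact test decides nothing, since no pathway gene had a raw p of at most 0.01. Across the fits that left out one replicate the medians ran from -0.0202 to 0.0822 for calcium signaling, from -0.0272 to 0.0659 for DARPP32, from 0.000627 to 0.0672 for long-term potentiation, from 0.00384 to 0.0592 for CREB, from 0.00492 to 0.0679 for GPCR signaling and from 0.0188 to 0.0699 for long-term depression. Of the marker lists, 7 passed in camera, 0 with an estimated correlation, 0 with fry and 0 with Fisher's exact test (which decides nothing for lists without a gene higher in KD at the raw threshold), and from 3 to 8 across the fits that left out one replicate. Lists that changed sign had a median of -0.00991 for hippocampus with at least 1 CPM in 3 libraries and -0.0278 for upper cortical layers with Xist as a covariate. Across the fits that left out one replicate, the medians that changed sign ran from -0.142 to 0.278 for hippocampus, -0.077 to 0.143 for astrocytes, -1.45 to 0.0944 for meninges, -0.259 to 0.143 for thalamus, -0.297 to 0.126 for upper layers, -9.08 to 0.0465 for sex-linked genes, -0.0128 to 0.0746 for transgene-related genes, -0.0661 to 0.193 for other interneurons, -1.16 to 0.0407 for choroid plexus, -0.0682 to 0.423 for striatum and -0.116 to 1.81 for ventral forebrain. The log2 fold change of Ttr ran from -2.91 to 0.0516 (0.0502 at its highest with the likelihood-ratio test). Apart from the fits that left out a replicate, the alternatives set beforehand gave 15 weaker, 46 stronger and 0 reversed results among 34 named genes, and 25 weaker and 4 stronger results among the 20 marker lists. The 4 stronger ones were oligodendrocyte genes with the replicate block and with Xist as a covariate, sex-linked genes with Xist as a covariate, and disease-associated microglia with at least 1 CPM in 3 libraries. Eomes, Mrap and Wt1 fell under the filter in the fit with the replicate block and in some of those that left out a replicate, and with at least 1 CPM in 3 libraries so did Eomes, Mrap, Wt1, Xlr4a, Gabrq, Lhx9 and Mir323, so they have no value there. Totals of the KD libraries limit the precision of genes with few counts, such as Xlr4a and Mrap.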

Differences from the paper's values

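The paper's count of differentially expressed genes at a raw p of at most 0.01 is 354, against 51 here. The paper gives 213 upregulated genes, against 24 here, and 141 downregulated genes, against 27 here. None of the 21 alternatives set before the data were examined brought the total or the number of upregulated genes within 1.5 times of the paper's. With Xist as a covariate the number of downregulated genes was 110 against the paper's 141, and none of the other 20 closed that gap.

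Some settings chosen after seeing the values, while the paper's counts were known, gave totals within 1.5 times of 354: 316 genes (159 higher, 157 lower) with Xist as a covariate and the likelihood-ratio test, 386 (206 higher, 180 lower) with the Ddx3y and Xist difference as a covariate and that test, 245 (126 higher, the others lower) with the same covariate and the quasi-likelihood test, 311 (174 higher, 137 lower) with the replicate block and the likelihood-ratio test, and 310 (184 higher, 126 lower) with the likelihood-ratio test without CD replicate 3. With robust=FALSE the Ddx3y and Xist covariate gave 114 lower genes, and the likelihood-ratio test without KD replicate 2 gave 143 higher genes. The paper's text names none of these settings. They also called up to 19 of the 21 genes labelled in Fig. 2a, against 6.

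For 20 labelled genes the log2 fold change was read by eye from Fig. 2a, and all 20 values here lay within the spread between replicates of those read. For Xlr4a and Mrap this decides nothing, since a group at the floor allows only a lower bound. For Ttr it says little, since the spread was wide (CD mean 125 CPM, SD 202). The paper's pathway analysis returned 6 pathways from its differentially expressed genes. Here hand-written lists were tested mainly for a shift over all their genes, and none passed. These are unlike tests on unlike lists. No pathway list was tested in the settings whose totals came near the paper's, so whether its pathways would return there stays open.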

Other observations

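The tests on tissue genes, on single libraries and on genes nearly absent from some libraries were chosen after their patterns had been seen. The splits of the libraries and the shuffles of Xist were chosen after the counts of the real split, with and without Xist, were known, and before their own outcomes.

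Of the 35 splits of the 7 libraries into 4 and 3, 23 gave at least the 51 genes of the real split at a raw p of at most 0.01. That all 35 gave at least its 0 genes with an adjusted p under 0.05 is fixed by the 0 and decides nothing. With Xist as a covariate, 6 of the 35 splits gave at least 209 genes. The counts of 51 and 209 genes are therefore in line with an arbitrary grouping of the libraries. For the genes labelled in Fig. 2a, 1 of the 35 splits, the real one, gave as many, which decides nothing because those genes were picked from this comparison. For the pathway lists, as small a camera p came from 12 splits for long-term potentiation, 2 for long-term depression, 17 for CREB, 19 for calcium, 29 for DARPP32 and 27 for GPCR signaling. For the marker lists that did not pass, the numbers were 20 for other interneurons, 25 for choroid plexus, 31 for striatum, 33 for thalamus, 32 for hippocampus, 32 for upper and 15 for deep cortical layers, 14 for disease-associated microglia, 31 for astrocytes, 21 for oligodendrocytes, 31 for ketone and fat metabolism, 19 for sex-linked and 21 for transgene-related genes. Their medians relative to all genes were 0.0337, -0.6, 0.197, -0.197, 0.0572, 0.0354, -0.259, 0.148, 0.0582, -0.386, 0.0239, -0.549 and 0.031 in that order, with camera adjusted p from 0.0644 to 0.891. Some of these lists passed in other fits. The adjusted p of the oligodendrocyte list was 0.0168 with Xist as a covariate, 0.000273 without CD replicate 3 and 0.00147 without KD replicate 1. This list did not pass without any other single replicate, and without KD replicate 3 its median was -0.0173 and its adjusted p 0.845. That of disease-associated microglia was 0.0498 with at least 1 CPM in 3 libraries, 0.0297 with the GC and length trend removed, 0.00939 without CD replicate 1 and 0.00394 without KD replicate 3. That of sex-linked genes was 0.0472 with Xist as a covariate, that of choroid plexus 0.00521 without CD replicate 2, that of deep layers 0.0265 without KD replicate 1 and that of striatum 0.00955 without KD replicate 2.

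Xist had 250, 248, 3.09 and 2.29 CPM in CD replicates 1 to 4 and 531, 327 and 0.31 CPM in KD replicates 1 to 3, and Ddx3y of the Y chromosome had 0.20, 0.31, 301 and 333 CPM and 0.04, 0.12 and 330 CPM. The labels give no sex, but these values have the female pattern in replicates 1 and 2 of both diets. They have the male pattern in CD replicates 3 and 4 and in KD replicate 3, the only such KD library. The main fit took no account of this. Adding Xist as a covariate raised the count from 51 to 209 genes. When the 7 Xist values were shuffled over the libraries, 8 of 100 shuffles gave at least as many genes (median 44, highest 455). The values form a high and a low group, so few distinct groupings exist and shuffles can nearly repeat the real one. The test did not set the rise apart, but it is too coarse to tell sex from an arbitrary covariate.

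Lhx9 and Gabrq were higher in KD replicate 3 than elsewhere, and at most 0.209 of their log2 fold change was left without it. The 14 tested ventral forebrain genes had a median excess of 2.71 on the log2 scale in that library, above all 10000 random lists matched on expression, and 6 further genes of the list did not pass the filter. In KD replicate 3 these had 130 counts for Calcr, 26 for Sim1, 3 for Avp, 1 for Oxt and 0 for Pmch and Hcrt. The last 4 mark single hypothalamic nuclei, so hypothalamus, amygdala or septum next to the cortex in that sample each stay a candidate explanation. In CD replicate 4 the 6 tested olfactory bulb genes had a median excess of 2.53, with Eomes at 284 counts, and in CD replicate 1 the 11 tested choroid plexus genes had a median excess of 1.84, with Ttr at 14928 counts, each above all 10000 random lists. These values are consistent with tissue carried into single samples, which were 10 mg of cortex each. A biological difference between those mice was not tested.

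Oligodendrocyte genes varied within both diets. Mbp had 1220, 863, 255 and 775 CPM in the CD libraries and 1040, 509 and 262 CPM in the KD libraries.

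Genes with a gap of more than 4 on the log2 scale between libraries, at a mean over 1 CPM, numbered 7: Xist, Ddx3y, Uty, Kdm5d, Eif2s3y, Clcn4-2 and Gm8615. Clcn4-2, on chromosome 7 of mm10 from 7282309 to 7300851, had 29, 4, 4978 and 11820 counts in the CD libraries and 7, 5766 and 5 in the KD libraries. Gm8615, a transcribed pseudogene on chromosome 5 from 149155108 to 149156209, had 309, 3, 288 and 316 counts and 293, 6 and 4 counts. The largest library total was 1.64 times the smallest, which argues against depth. For the autosomal genes a strain variant carried by some of the mice and another cause cannot be told apart, since no genotypes were analysed here.

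The paper measures several proteins in the hippocampus. In cortex RNA, 14 of their genes were tested. None had a raw p of at most 0.01 and 1 had a raw p under 0.05, and their log2 fold changes ran from -0.03 to 0.59. The gene under 0.05 was Itgam (raw p 0.0181 in edgeR's quasi-likelihood test). Its raw p was 0.00525 in that test with Xist as a covariate, 0.0094 without KD replicate 3 and 0.00987 with DESeq2. In the quasi-likelihood test it rose to 0.0802 without KD replicate 1, 0.0405 without KD replicate 2 and 0.0329 without CD replicate 3. For microglial genes the log2 fold change was 0.35 for Aif1, 0.47 for Itgam, 0.14 for Cd68 and 0.59 for Clec7a, while the paper reports lower Iba1 and CD11b protein on KD in both sexes and lower CD68 and Dectin-1 in males. Across the fits that left out one replicate they ran from 0.15 to 0.47 for Aif1, from 0.35 to 0.57 for Itgam, from 0.01 to 0.29 for Cd68 and from 0.24 to 0.78 for Clec7a. For Bdnf the log2 fold change was 0.15 (standard error 0.18), and from 0.04 to 0.28 across those fits. These are RNA values of another region and were not tested against the proteins.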
